# Ethylene induces combinatorial effects of histone H3 acetylation in gene expression in *Arabidopsis*

**DOI:** 10.1186/s12864-017-3929-6

**Published:** 2017-07-17

**Authors:** Likai Wang, Fan Zhang, Siddharth Rode, Kevin K. Chin, Eun Esther Ko, Jonghwan Kim, Vishwanath R. Iyer, Hong Qiao

**Keywords:** Histone acetylation, Combinatorial effects, Ethylene, *Arabidopsis*

## Abstract

**Background:**

Histone acetylation and deacetylation are essential for gene regulation and have been implicated in the regulation of plant hormone responses. Many studies have indicated the role of histone acetylation in ethylene signaling; however, few studies have investigated how ethylene signaling regulates the genomic landscape of chromatin states. Recently, we found that ethylene can specifically elevate histone H3K14 acetylation and the non-canonical histone H3K23 acetylation in etiolated seedlings and the gene activation is positively associated with the elevation of H3K14Ac and H3K23Ac in response to ethylene. To assess the role of H3K9, H3K14, and H3K23 histone modifications in the ethylene response, we examined how ethylene regulates histone acetylation and the transcriptome at global level and in ethylene regulated genes both in wild type (Col-0) and *ein2-5* seedlings.

**Results:**

Our results revealed that H3K9Ac, H3K14Ac, and H3K23Ac are preferentially enriched around the transcription start sites and are positively correlated with gene expression levels in Col-0 and *ein2-5* seedlings both with and without ethylene treatment. In the absence of ethylene, no combinatorial effect of H3K9Ac, H3K14Ac, and H3K23Ac on gene expression was detected. In the presence of ethylene, however, combined enrichment of the three histone acetylation marks was associated with high gene expression levels, and this ethylene-induced change was EIN2 dependent. In addition, we found that ethylene-regulated genes are expressed at medium or high levels, and a group of ethylene regulated genes are marked by either one of H3K9Ac, H3K14Ac or H3K23Ac. In this group of genes, the levels of H3K9Ac were altered by ethylene, but in the absence of ethylene the levels of H3K9Ac and peak breadths are distinguished in up- and down- regulated genes. In the presence of ethylene, the changes in the peak breadths and levels of H3K14Ac and H3K23Ac are required for the alteration of gene expressions.

**Conclusions:**

Our study reveals that the plant hormone ethylene induces combinatorial effects of H3K9Ac, K14Ac and K23Ac histone acetylation in gene expression genome widely. Further, for a group of ethylene regulated genes, in the absence of ethylene the levels and the covered breadths of H3K9Ac are the preexist markers for distinguishing up- and down- regulated genes, the change in the peak breadths and levels of H3K14Ac and H3K23Ac are required for the alteration of gene expression in the presence of ethylene.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3929-6) contains supplementary material, which is available to authorized users.

## Background

Epigenomic modifications modulate gene expression in response to environmental biotic and abiotic stimuli and developmental cues [1–3]. For example, covalent modifications of histone proteins have been demonstrated to be essential gene expression modulators [4]. Histone modifications can be associated with chromatin-dependent transcriptional activation or repression depending on the specific amino acid substrate. Combined mutations at K5, K8, and K12 residues of histone H4 have significant impact on gene expression, whereas the individual mutations have negligible effects [5]. This combinations of various histone modifications is collectively known as the ‘histone code’ [6].

Histone acetylation counteracts the tendency of nucleosomal fiber that folds into a highly compact structure [7, 8], acetylated chromatin is more accessible to interacting proteins. The histone acetyltransferases and deacetylases that modify histone proteins provide a critical link between chromatin structure and transcriptional output [9]. Histone acetylation influences DNA replication, DNA repair, gene silencing, genome defense, genome organization, normal growth and development, aging, and numerous diseases [10–12]. Recently, histone acetylation has been implicated in responses of plants to hormones [13–15]. For example, abscisic acid (ABA) induces the elevation of acetylation at H3K9 and H3K14 in the promoter of *phas* gene, and the elevation is positively associated with gene expression [16]. MSI1 is a partner of the histone deacetylase HDA19 that fine-tunes ABA signaling by binding to the chromatin of ABA receptor genes to maintain a low level of histone acetylation at H3K9, thereby affecting the expression levels of ABA receptor genes [17]. Furthermore, HDA19 interacts with SNL1 and SNL2 to regulate acetylation of histone H3 at K9/18 and K14 in response to ABA [18].

A number of studies have focused on the role of histone acetylation in ethylene signaling [19–22]; however, how the genomic landscape of chromatin states is altered in response to ethylene and how histone acetylation integrates in the control of gene expression in response to ethylene signaling are not well characterized. Recently, we found that ethylene can specifically elevate histone H3 acetylation at K14 and at the non-canonical site K23 in etiolated seedlings, and the gene activation is positively associated with the elevations in H3K14Ac and H3K23Ac in response to ethylene [23]. In addition, we found that both EIN2 [24–26] and EIN3 [27] are involved.

Here, we present an in-depth epigenomic analysis of acetylation of H3K9, H3K14, and H3K23 in both wild-type *Arabidopsis* and the *ein2-5* mutant, which is completely ethylene insensitive. In this study, we compared the global histone H3 acetylation patterns at K9, K14, and K23 in wild-type (Col-0) and *ein2-5*-mutant etiolated seedlings with or without ethylene gas treatment. We discovered that H3K9Ac, H3K14Ac and H3K23Ac preferentially mark highly expressed genes at transcription start site (TSS) regions both in Col-0 and *ein2-5* mutant seedlings. Neither heights nor breadths of H3K9Ac ChIP peaks were altered by ethylene, but differences in H3K9Ac peak heights and breadths before ethylene treatment distinguish ethylene up- and down- regulated genes, and changes in H3K14Ac or H3K23Ac are observed in genes that responding to ethylene treatment. Overall, our study revealed ethylene induces combinatorial effects of H3K9Ac, K14Ac and K23Ac histone acetylation in gene expression genome widely. Further, for a group of ethylene regulated genes, in the absence of ethylene, the levels and the peak breadths of H3K9Ac are the potential preexist markers for distinguishing up- and down- regulated genes; in the presence of ethylene, the changes in the peak breadths and levels of H3K14Ac and H3K23Ac are required for the alteration of gene expression.

## Methods

### Plant growth conditions

*Arabidopsis* seeds were surface-sterilized in 50% bleach with 0.01% Triton X-100 for 15 min and washed five times with sterile, doubly distilled H_2_O before plating on MS medium (4.3 g MS salt, 10 g sucrose, pH 5.7, 8 g phyto agar per liter). After 3-4 days of cold (4 °C) treatment, the plates were wrapped in foil and kept in at 24 °C in an incubator before the phenotypes of seedlings were analyzed. For propagation, seedlings were transferred from plates to soil (Pro-mix-HP) and grown to maturity at 22 °C under 16-h light/8-h dark cycles. Ethylene treatment of *Arabidopsis* seedlings was performed by growth of seedlings on MS plates in air-tight containers in the dark supplied with either a flow of hydrocarbon-free air (Zero grade air, AirGas) or hydrocarbon-free air with 10 ppm (ppm) ethylene as previously described [28].

### Chromatin immunoprecipitation (ChIP) assays

ChIP was performed according to a published protocol [29, 30]. Briefly, 3-day-old etiolated seedlings treated with air or ethylene were harvested and crosslinked in 1% formaldehyde, and then ground into fine power with liquid nitrogen. Chromatin was isolated and sheared into 200–800 base pair fragments by sonication. Antibody H3K9Ac (Millipore; 07-352, 1:3000 dilution), anti-H3K14Ac (Millipore; 07-353, 1:2000 dilution), anti-H3K23Ac (Millipore; 07-355, 1:3000 dilution), and Magnetic Protein G Beads (Promega, G747A) were added to the sonicated chromatin followed by incubation overnight to precipitate bound DNA fragments. In this work, 2 mg antibody per reaction was used. The precipitated DNA was then recovered and ChIP-qPCR was performed with three technical replicates, and results were calculated as percentage of input DNA. Independent ChIP experiments were performed at least two more times and similar results were obtained. Primer sequences used for ChIP-qPCR were listed in Additional file 2: Table S1.

### ChIP-seq

Ten ng of ChIP DNA immuoprecipitated by antibody was used for ChIP-seq library construction. End repair, adapter ligation and amplification were carried out using NEB ChIP-seq Library Kit (NEB #E6240S/L) according to the manufacturer’s protocol. HiSeq 2000 (Illumina) was used for high-throughput sequencing of the ChIP-seq library in the UW-Madison Biotechnology Center. Independent ChIP-seq experiments, as well as IgG control, were performed two times.

### ChIP-seq data analysis

Raw ChIP-seq data from a previous study [23] were downloaded from NCBI GEO under GSE77396. H3K9Ac ChIP data for *ein2-5* seedlings under air and ethylene treatment were collected for this study. Initial quality-control analysis was performed using FastQC [31]. Single-end 51-bp reads were mapped to the *Arabidopsis* genome (TAIR10) [32] and uniquely mapped sequencing reads were generated using bowtie software (version 1.1.2) [33, 34]. For each histone modification in each condition, mapped reads were pooled across ChIP-seq replicates as described [23, 35]. Peaks significantly enriched in ChIP-seq tags were identified by Model-based Analysis for ChIP-Seq (MACS2, version 2.1.0.20150603; parameters: --nomodel,-p 0.01) as previously described [36]. Differential peaks were identified using the MAnorm method [37]. For this method, the normalized M value (M = log2 (Read density in C_2_H_4_ treated sample/Read density in air treated sample)) represents log2-transformed fold changes of enrichment intensities at each peak region [37–39]. Thus, an absolute threshold value of M ≥ 0.4 and *P* ≤ 0.05 were used to select differentially enriched peaks as done previously [23]. The nearest gene was assigned if there was more than one gene within 5 kilobases (kb) of the peak region [29]. Biological functions of associated genes were assessed by agriGO [40]. To show ChIP binding signal surrounding TSSs or in gene bodies, read coverage was first calculated using the bamCompare tool (RPKM, Log2(ChIP/IgG) in deepTools version 1.5.11 [41]. Heat maps of ChIP-seq enrichment across gene body regions were calculated using deepTools version 1.5.11 [41]. Generation of dot plots, heat maps (in Fig. 2b, Fig. 6 c-e), venn diagrams and statistical analyses were performed using R (version 3.2.2).

### RNA-seq data analysis

RNA-seq raw data were downloaded from NCBI GEO under GSE77396 [23, 25]. Initial quality-control analysis was performed using FastQC [31]. Raw reads were aligned to TAIR10 genome release using TopHat version 2.0.9 [42] with default parameters. Differential expressed genes were identified using Cufflinks version 2.2.1 following the workflow with default parameters [43]. Gene expression levels (RPKM, Reads Per Kilobase per Million mapped reads) in air and ethylene condition were generated from the output files of cuffdiff [43]. Differentially expressed genes were those for which relative fold change values (RPKM) of larger than 1.5 and RPKM value larger than 1 were observed [44].

### Real-time PCR

Total RNA was extracted using a Qiagen Plant Total RNA Kit (Sigma) from 3-day-etiolated seedlings treated with air or 4 h ethylene gas. First-strand cDNA was synthesized using Invitrogen Superscript III First-Strand cDNA Synthesis Kit. PCR reactions were performed in a total volume of 20 mL, containing 2 mL each 5-mM primer and 10-mL SYBR Green PCR Supermix in triplicate on a Roche 96 Thermal cycler according to the manufacturer’s instruction. The cycling program comprised an initial denaturation step at 95 °C for 10 min, followed by 50 cycles of 95 °C for 10 s, 60 °C for 10 s, and 72 °C for 20 s. All qRT-PCR values were normalized using the cycle threshold value corresponding to the reference gene. The relative expression levels of the target gene were calculated using 2(−Delta Delta C(T)) method [45]. The sequences of all primers are listed in Additional file 2: Table S1.

## Results

### Genome-wide mapping of H3K9, H3K14, and H3K23 in wild-type etiolated seedlings

Our previous study showed that H3K14Ac and H3K23Ac but not H3K9Ac are specifically elevated by ethylene [23]. To fully understand the function of H3K9Ac, H3K14Ac, and H3K23Ac, we re-analyzed the ChIP-seq data from our previously published data obtained from 3-day-old etiolated Col-0 seedlings (Additional file 1: Figure S1 a,b) [23]. ChIP-seq profiles revealed that all three histone acetylation marks are enriched in promoters and intragenic regions (Fig. 1a and b). Furthermore, the three acetylation marks were depleted in transposable elements (Fig. 1c). To further examine the correlation between gene expression and three histone acetylation marks, we divided the approximately 30,000 genes in the *Arabidopsis* genome into five groups based on expression levels in wild type plants (Additional file 1: Figure S1c). We found that highly expressed genes show significantly higher levels of H3K9Ac, H3K14Ac, and H3K23Ac both near TSS regions and in gene bodies than the genes expressed at low levels (Fig. 1a, d-f).

**Fig. 1:**
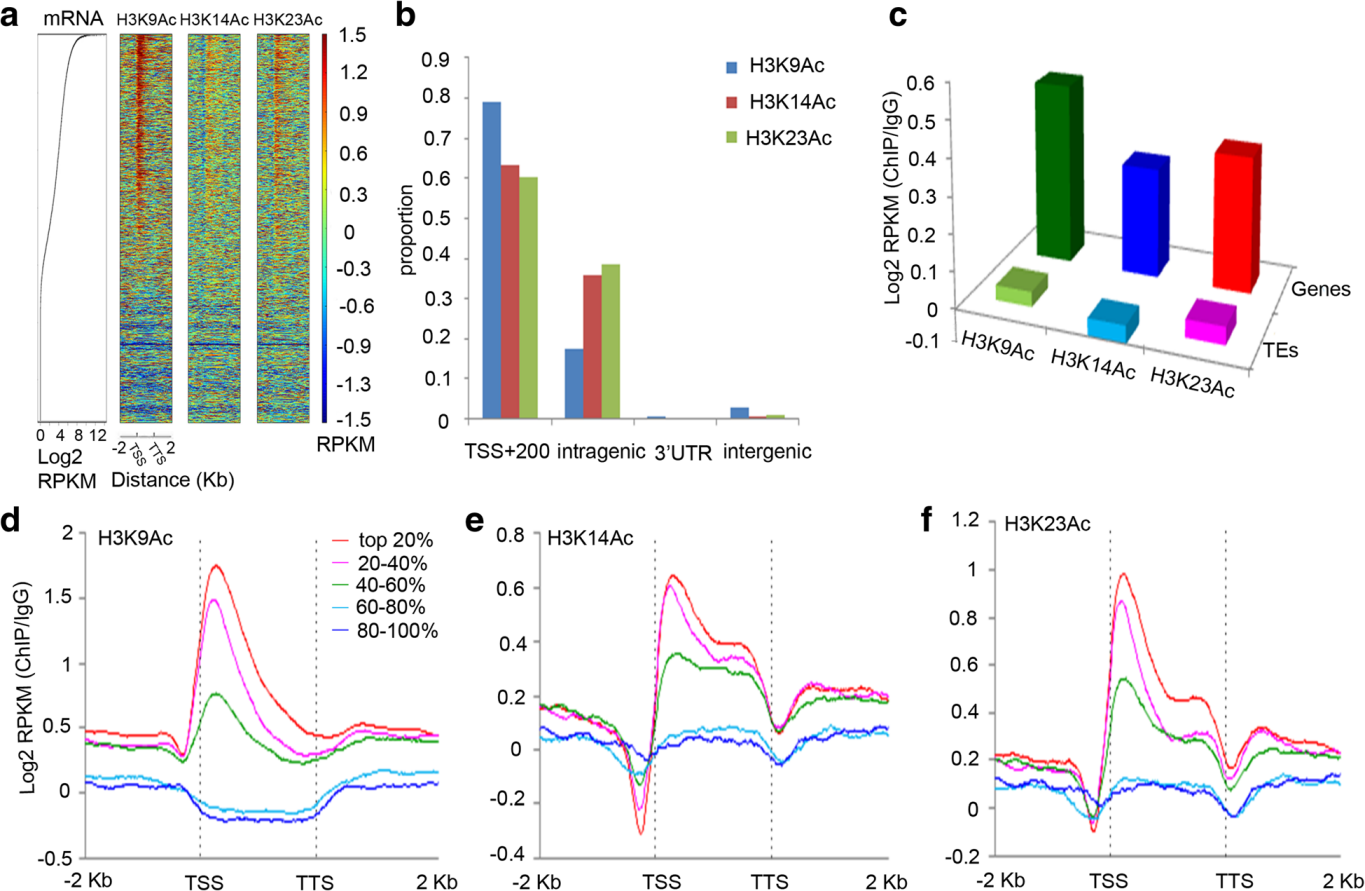
Histone acetylation marks are enriched around transcription start sites (TSS) and are positively correlated with gene expression levels in *Arabidopsis*. **a** Heat maps show H3K9Ac, H3K14Ac, and H3K23Ac enrichment (IgG normalized reads per kilobase (kb) per million mapped reads (RPKM)) at all genes in *Arabidopsis* along with relative mRNA values. Scatter plot for mRNAs ranked according to gene expression levels in 3-day-old Col-0 seedlings under air treatment. Heat maps are ranked according to gene expression levels. **b** H3K9Ac, H3K14Ac, and H3K23Ac peak distributions at the TSS and 200 bp downstream of the TSS (TSS + 200 bp), in intragenic regions (inside exons or introns excluding the peaks that overlapped with the TSS + 200 bp and 3′ UTR), in 3′ UTRs, and in intergenic regions (upstream and downstream of genes). **c** H3K9Ac, H3K14Ac, and H3K23Ac were highly enriched in genes compared to transposable elements (TEs). IgG normalized RPKM in gene body from the TSS to the transcription termination site (TTS) for each histone mark was calculated in all genes and for TEs. **d**-**f** Mean enrichment profiles (Log2 RPKM (ChIP/IgG)) along gene bodies of reads for **d** H3K9Ac, **e** H3K14Ac, and **f** H3K23Ac. Genes were ranked according to relative mRNA expression levels and divided into five equal sets

### H3K9Ac, not the combined enrichment of H3K9Ac, H3K14Ac, and H3K23Ac, is critical for gene expression in the absence of ethylene treatment

We found that about 92% of H3K14Ac-marked genes were overlapped with genes marked with H3K23Ac. In addition, 85% of H3K23Ac-marked genes were also marked with H3K9Ac, and about 93% of H3K14Ac-marked genes overlapped with H3K9Ac-marked genes (Fig. 2a, Additional file 1: Figure S2a and Additional file 2 Table S2). Thus, H3K14Ac and H3K23Ac preferentially co-exist with H3K9Ac. In pairwise association analyses we found that H3K9Ac is positively correlated with both H3K14Ac and H3K23Ac (Fig. 2b). Interestingly, the correlation between H3K14Ac and H3K23Ac is more significant than the others pairs (Fig. 2b, Pearson’s correlation coefficient = 0.93, *P* < 2.2 × 10^−16^).

**Fig. 2:**
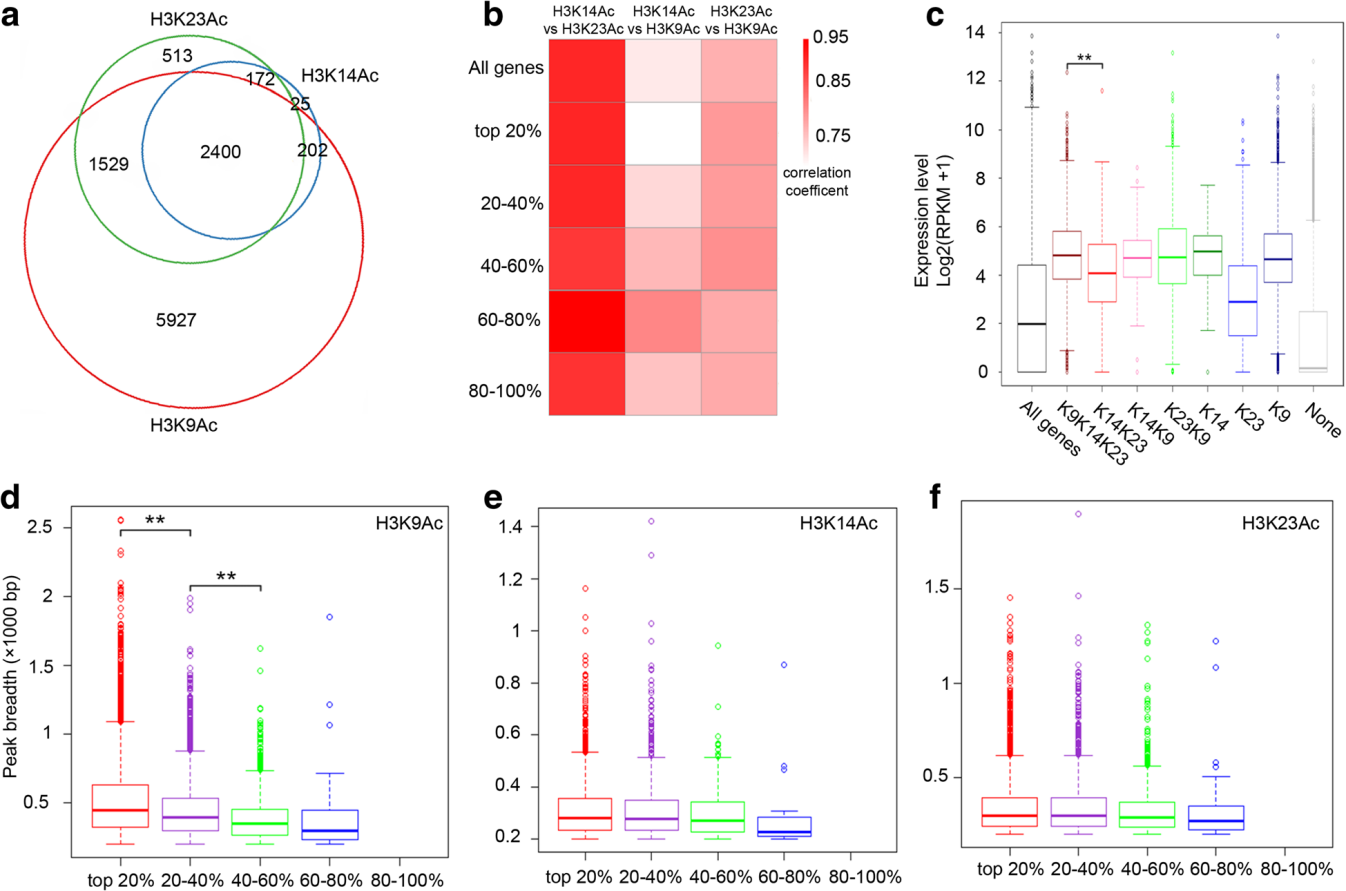
Genome-wide analysis of H3K9Ac, H3K14Ac and H3K23Ac in etiolated seedlings in the absence of ethylene. **a** Overlap of peak-associated genes among H3K9Ac, H3K14Ac and H3K23Ac in Col-0 under air treatment. The nearest gene was assigned to each peak if there was more than one gene within 5 kb. **b** The correlation of histone enrichment (RPKM) of H3K14Ac vs. H3K23Ac; H3K14Ac vs. H3K9Ac; and H3K23Ac vs. H3K9Ac in gene body regions with transcript abundance in the absence of ethylene. “All genes” indicates the total genes in *Arabidopsis*. Genes were ranked according to relative mRNA expression levels and divided into five equal sets. **c** Boxplot showing the association of transcript levels of gene expression and histone acetylation in Col-0 without ethylene treatment. Gene expression level was Log2-transformed. “All genes” indicates the total genes in *Arabidopsis*; K9 K14 K23, genes marked by H3K9Ac, H3K14Ac and H3K23Ac, *n* = 2400; K14 K23, genes specifically marked by H3K14Ac and H3K23Ac but not H3K9Ac, *n* = 172; K14 K9, genes specifically marked by H3K14Ac and H3K9Ac but not H3K23Ac, *n* = 202; K23 K9, genes specifically labeled by H3K23Ac and H3K9Ac but not H3K14Ac, *n* = 1529; K14, K23, and K9, peak associated genes uniquely marked by K14 (*n* = 25), K23 (*n* = 513), and K9 (*n* = 5927), respectively; none indicates genes not associated with H3K9Ac, H3K14Ac, or H3K23Ac peaks. The ** indicates *P* = 5.49 × 10^−11^ by t-test. **d**-**f** Boxplots showing the correlation of peak breadths for H3K9Ac (**d**), H3K14Ac (**e**), and H3K23Ac (**f**) with gene expression levels in genome wide. Genes were ranked according to relative mRNA expression levels and divided into five equal sets. The ** indicates *P* ≤ 3.25 × 10^−18^ by t-test. No significant differences within gene groups were detected between H3K14Ac and H3K23Ac gene sets (*P* value >0.01)

To further explore how these three histone marks coordinate to regulate gene expression, we divided genes marked by H3K9Ac, H3K14Ac, or H3K23Ac into seven clusters based on the distributions of three histone marks (Fig. 2a, Additional file 1: Figure S2a and Additional file 2 Table S2). Approximately 2400 genes were marked by all three histone modifications, 202 genes were marked with both H3K9Ac and H3K14Ac but not H3K23Ac, 1529 genes contained both H3K9Ac and H3K23Ac but not H3K14Ac, and 172 genes were marked with H3K14Ac and H3K23Ac but not H3K9Ac. Only 25 genes were uniquely marked with H3K14Ac, and 513 genes were uniquely marked with the H3K23Ac mark, indicating that H3K14Ac and H3K23Ac preferentially co-exist with each other or with H3K9Ac (Fig. 2a, Additional file 1: Figure S2a and Additional file 2 Table S2).

By comparing transcript abundance within different clusters of genes, we found that the genes without histone marks were expressed at the lowest levels (Fig. 2c), which is consistent with previous studies [46]. Interestingly, the expression levels of the genes containing all three histone marks were not significant higher than that of the genes containing H3K9ac/H3K14ac, H3K9ac/H3K23Ac, or containing only H3K14Ac, or H3K9Ac (K9/K14/K23 vs. K14/K23, *P* = 5.49 × 10^−11^; K9/K14/K23 vs. K14/K9, *P* = 0.154; K9/K14/K23 vs. K9/K23, *P* = 0.171). In addition, expression levels of the genes containing only with H3K23Ac were lower than that of the genes in any other clusters. Notably, genes in any all clusters containing H3K9Ac showed similar gene expression levels (Fig. 2c). In order to confirm the observation, we did a similar analysis using the top 20% enriched peaks associated genes, and similar results were obtained (Additional file 1: Figure S2b, c), indicating that H3K9Ac is involved in the determination of genome-wide gene expression levels in etiolated seedlings.

We next compared the peak breadths for each of the three histone marks to mRNA transcript levels. We found peak breadths in the ChIP data for histone H3K9Ac were positively correlated with gene expression in the genes at the highest three levels of transcript abundance, whereas there were no correlations between the peak breadths of H3K14Ac or H3K23Ac with gene expression in the absence of ethylene (Fig. 2d-f). These results revealed a positive correlation between transcript abundance and levels of H3K9Ac, H3K14Ac, and H3K23Ac.

### Ethylene induces combinatorial effects of H3K9Ac, H3K14Ac, and H3K23Ac in gene expression

To study whether and how ethylene leads to the H3K14Ac, H3K9Ac and H3K23Ac changes genome wide, we examined the ChIP-seq profiles of H3K9Ac, H3K14Ac, and H3K23Ac in seedlings treated with ethylene. The ChIP-seq profiles of H3K9Ac and H3K23Ac were not significantly changed by ethylene (Additional file 1: Figure S3a). In the presence of ethylene, the three histone marks were more highly correlated (based on Pearson coefficient) than in the absence of ethylene with the largest increased in the association between H3K14Ac and H3K23Ac (Additional file 1: Figure S3b). To further explore how the three histone marks coordinate in regulation of gene expression in response to ethylene, we compared correlations within seven clusters of the genes divided based on transcript abundance (Fig. 3a and Additional file 2 Table S3). The abundances of the genes marked only with H3K14Ac or only with H3K23Ac were the lowest in all clusters, and no “biological process” GO terms were significantly associated with these genes. The genes marked by both H3K14Ac and H3K23Ac had higher expression levels than those marked with H3K14Ac only or H3K23Ac only (Fig. 3b) (the expression of genes marked by K14/23Ac vs. the expression of genes marked by K14Ac, *P* = 1.52 × 10^−7^; the expression of genes marked by K14/23Ac vs. the expression of genes marked by K23Ac, *P* = 6.04 × 10^−6^).

**Fig. 3:**
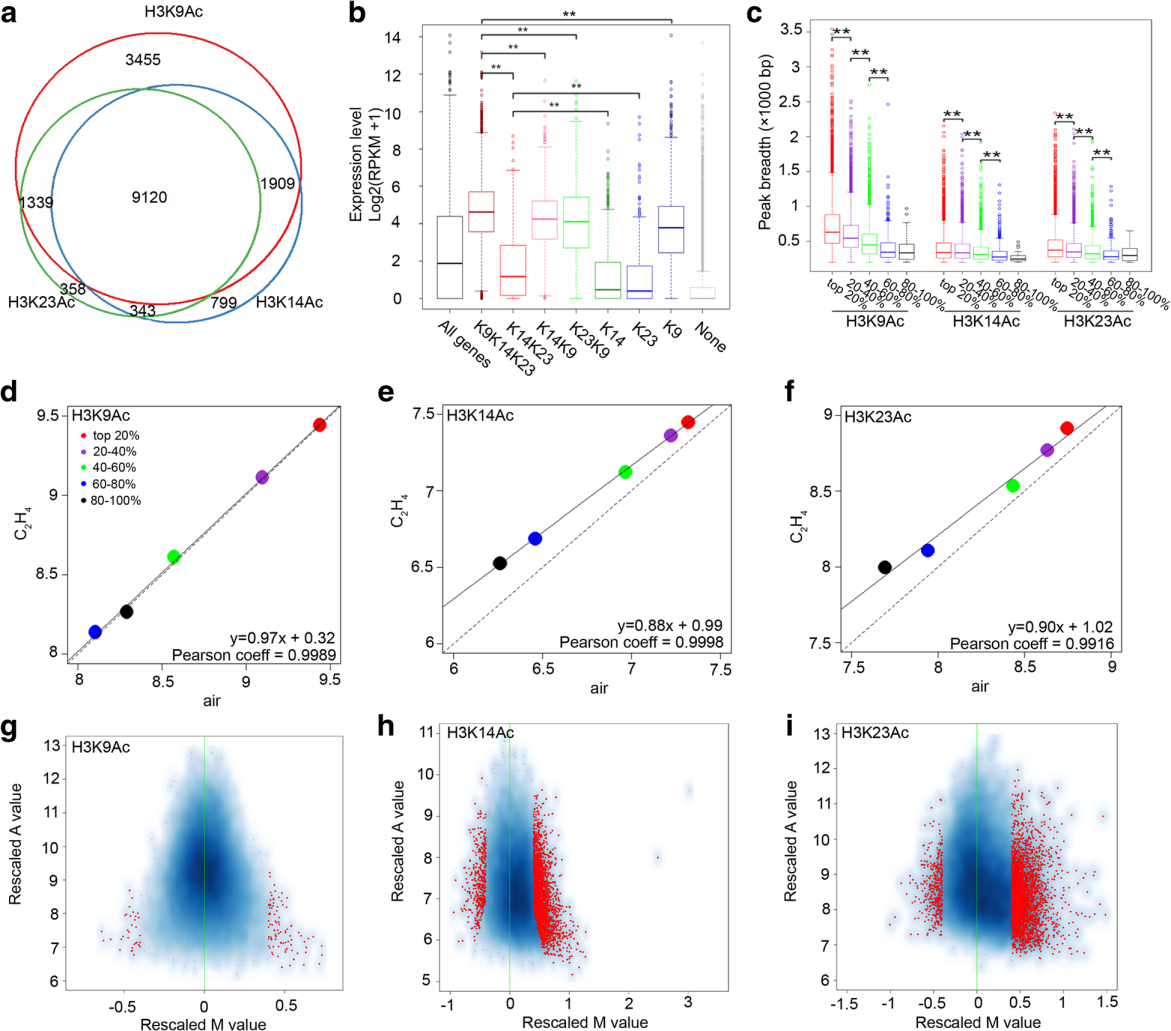
Combined enrichment of H3K9Ac, H3K14Ac, and H3K23Ac is correlated with high gene expression levels in the presence of ethylene. **a** Overlap of genes marked by H3K9Ac, H3K14Ac and H3K23Ac under ethylene treatment. **b** Boxplot showing the association of transcript levels of gene expression and histone acetylation in Col-0 with ethylene treatment Gene expression levels were Log2-transformed. “All genes” indicates the total genes in *Arabidopsis*; K9 K14 K23, genes marked by H3K9Ac, H3K14Ac and H3K23Ac, *n* = 9120; K14 K23, genes marked by H3K14Ac and H3K23Ac but not H3K9Ac, *n* = 343; K14 K9, genes marked by H3K14Ac and H3K9Ac but not H3K23Ac, *n* = 1909; K23 K9, genes marked by H3K23Ac and H3K9Ac but not H3K14Ac, *n* = 1339; K14, K23, and K9, genes uniquely marked by K14 (*n* = 799), K23 (*n* = 358), or K9 (*n* = 3455); none, genes that could not be assigned to peaks of H3K9Ac, H3K14Ac, or H3K23Ac. The ** indicates *P* < 6.04 × 10^−6^ by t-test. **c** Boxplot showing peak breadths under ethylene treatment plotted based on transcript abundance. Genes were ranked according to relative mRNA expression levels and divided into five equal sets. The ** indicates *P* < 0.001 by t-test. **d**-**f** Scatter plots of mean histone enrichment of **d** H3K9Ac, **e** H3K14Ac, and **f** H3K23Ac in ethylene treatment vs. air. To generate the graph, histone reads density were normalized using MAnorm [37] and normalized peak enrichments in ethylene vs. air were plotted for sets of genes clustered based on transcript abundance in air. *Solid black lines* in the plots denote the linear regression line. **g**-**i** Volcano plots for **g** H3K9Ac, **h** H3K14Ac, and **i** H3K23Ac showing the differential enrichment (Rescaled M value versus Rescaled A value after MAnorm normalization [37]) for each individual peak detected in the comparison of plants grown in ethylene vs. air. M = log2 (Read density in C_2_H_4_/Read density in air) and A = 0.5 × log2 (Read density in C_2_H_4_ × Read density in air). Red dots represent data with *P* ≤ 0.05 and |M| ≥0.4

In addition, in the presence of ethylene, the genes with all three histone marks had significantly higher transcript abundances than other genes with one or two of the marks (Fig. 3b; K9/K14/K23 vs. K9/K14, *P* = 1.31 × 10^−26^; K9/K14/K23 vs. K9/K23, *P* = 3.29 × 10^−28^; K9/K14/K23 vs. K14/K23, *P* = 1.6 × 10^−176^; K9/K14/K23 vs. K9, *P* = 9.6 × 10^−138^; K9/K14/K23 vs. K14, *P* = 0; K9/K14/K23 vs. K23, *P* = 3.2 × 10^−270^). In the presence of ethylene, the breadths of ChIP peaks for all three histone marks showed a significant positive correlation with transcript abundance (Fig. 3c). These results reveal that H3K9Ac, H3K14Ac and H3K23Ac have combinatorial effects in gene expression.

To further compare the histone marks between with and without ethylene treatments, we checked histone enrichment in different sets of peak associated genes. We found that highly expressed genes had significantly higher levels of the H3K9Ac, H3K14Ac, and H3K23Ac both with and without ethylene treatments (Fig. 3d-f). The levels of both H3K14Ac and H3K23Ac, were elevated by ethylene, whereas no difference was detected in H3K9Ac levels (Fig. 3d-f), which is consistent with a previous report [23]. We then compared differential peaks induced by ethylene for all three histone marks. Significant differences in H3K14Ac and H3K23Ac were observed in the presence of ethylene relative to in the absence of ethylene, and fewer differential H3K9Ac peaks were identified (Fig. 3g-i). Thus, the combined histone enrichment is positively associated with high gene expression levels.

To further explore the regulation of histone acetylation in response to ethylene, we did ChIP-seq of H3K9Ac in the *ein2-5* mutant, which is completely ethylene insensitive [23]. 

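The *ein2-5* line carries a loss-of-function allele of EIN2 (AT5G03280), the membrane protein that passes the ethylene signal from the receptors to the nucleus. EIN2 lies on chromosome 5 from 787428 to 793404 in the gene models of TAIR10.1, and in *ein2-5* its transcription start site (TSS) region still carried an H3K9Ac peak of 913 bp in air. Seedlings were grown in the dark for 3 days and treated with air or with 10 ppm ethylene for 4 h, and chromatin bound by an antibody against H3K9Ac was sequenced. There were 2 H3K9Ac libraries and 1 control library for each treatment. The sample labels call the controls IgG in one place and Protein G beads in another, and the paper describes an IgG control performed 2 times.

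The authors mapped the reads to TAIR10, pooled the 2 H3K9Ac libraries of each treatment and called peaks against the control with MACS2 at p = 0.01, so each treatment has 1 peak list and no spread between replicates can be given. MACS2 kept 1 tag per position and strand. For air it used 45582654 of 63192903 H3K9Ac tags and 13726993 of 28617456 control tags. For ethylene it used 43572576 of 61025284 H3K9Ac tags and 4354374 of 8831652 control tags. It then scaled the H3K9Ac data down to the size of the control, by a factor of 0.301 for air and 0.0999 for ethylene, so at equal fold enrichment a peak has a smaller p in the air list. Each peak has a position, a breadth, a summit, the height of the tag pileup at the summit and a fold enrichment over the local background, all of which are the authors' values. From these lists, peaks were compared by overlap of at least 1 bp, each peak was assigned to the nearest gene within 5 kb, and the breadths of all peaks of a gene were summed.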

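Most genes in a list of genes that are active in most tissues carried H3K9Ac in *ein2-5*. Of these 19 constitutively expressed genes, all had a peak assigned in air and 14 in ethylene. Random lists of 19 coding genes of similar length held on average 12.7 and 9.61 genes with a peak. A peak within 500 bp of the TSS was present at 18 of them in air and 12 in ethylene. The actin gene ACT2 (AT3G18780, chromosome 3 from 6474710 to 6477204) had a peak of 1376 bp near its 5′ end in air, from 6474903 to 6476278. The polyubiquitin gene UBQ10 (AT4G05320) had a peak of 1670 bp and the glyceraldehyde-3-phosphate dehydrogenase gene GAPC1 (AT3G04120) had a peak of 1199 bp, each beginning within 200 bp downstream of the TSS. With ACT2, these are the broadest of the 19 in air. Among those without a peak in ethylene were 3 of the 4 genes of elongation factor EF1A, which lie next to each other on chromosome 1. The authors used uniquely mapped reads only, and how many reads map uniquely to these genes was not checked.

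Over the genome, 66.7% of the 18314 air peaks (95% Wilson interval 66.0 to 67.4%) overlapped the TSS or the first 200 bp downstream of it, against 21.4% of peaks placed at random on the same chromosome. A further 22.8% lay elsewhere within genes, 5.84% overlapped a 3′ UTR and 4.66% were intergenic. In the ethylene list of 12864 peaks, 51.1% overlapped the TSS region against 17.5% at random, and 43.3% lay elsewhere within genes. Summit positions differed less between the lists, with 70.7% of air summits and 71.3% of ethylene summits within 500 bp of a coding TSS. The median summit within 1000 bp of a coding TSS lay 314 bp downstream in air and 335 bp downstream in ethylene, inside the transcribed region. The transcript levels by which genes were ranked were not analysed here, and the interval covers counting error only.

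**Figure D1:**
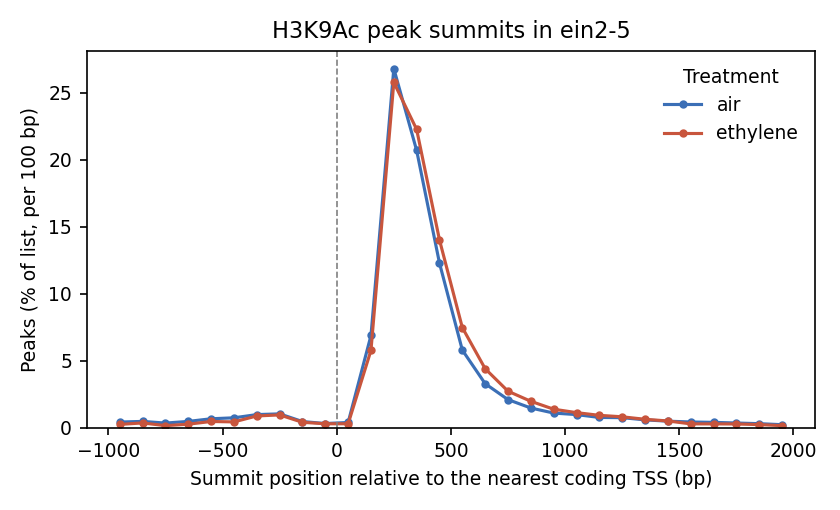
Positions of H3K9Ac peak summits in *ein2-5* relative to the nearest coding TSS, as the percentage of each list in bins of 100 bp (negative, upstream; positive, downstream). In both lists the bin from 200 to 299 bp downstream holds the most summits, 26.8% in air (blue) and 25.8% in ethylene (red).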

As in Col-0 seedlings, highly expressed genes in 3-day-old *ein2-5* seedlings had significantly higher levels of H3K9Ac, H3K14Ac, and H3K23Ac than all groups of genes both near the TSSs and in the gene bodies. 

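A list of genes that act in flowers and seeds was nearly free of H3K9Ac peaks in these seedlings. Of its 27 genes, 1 had a peak in air and 0 had a peak in ethylene. Random lists of 27 coding genes of similar length held on average 16.1 genes with a peak in air and 11.8 in ethylene, and none of the 10000 random lists held as few. The list includes the seed storage protein genes CRA1 (AT5G44120) and SESA1 (AT4G27140), the embryo regulators LEC1 (AT1G21970) and FUS3 (AT3G26790), and the floral organ identity genes AG (AT4G18960) and AP3 (AT3G54340), all without a peak in either list. The exception was the floral regulator LFY (AT5G61850), with a peak of 246 bp inside the gene in air, which the 12864 air peaks of lowest p do not hold. Genes of photosynthesis, many of which are induced by light, were marked about as often as random lists, with 12 of 20 in air and 10 of 20 in ethylene against 11.5 and 8.75. HEMA1 (AT1G58290), which acts in tetrapyrrole synthesis, had a peak of 1040 bp in air, and among the light-harvesting genes LHCA2 (AT3G61470) had 1016 bp and LHCB1.1 (AT1G29920) and LHCB3 (AT5G54270) had none. Of 7 flavonoid genes, 3 had a peak in air and 1 in ethylene, against 4.02 and 3.07 in random lists. The lists were fixed from what the genes are known to do and not from their transcript levels. A gene without a peak is one where MACS2 called none, which does not show that the mark was absent. Only uniquely mapped reads were used, and the random lists were not matched on how uniquely reads map to the genes.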

Genes expressed at low levels had lower levels of these three histone marks across the entire gene body (Fig. 4a and Additional file 1: Figure S4a-c). 

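At regions marked in both treatments, the peak summits in *ein2-5* held nearly the same number of H3K9Ac tags in air and in ethylene. At the 11700 regions where 1 air peak overlapped 1 ethylene peak, the summit held a median of 283 H3K9Ac tags in air and 282 in ethylene, and the difference had a median of -1 tag (quartiles -8 and 7). A point can hold at most 400 tags, which compresses differences, and after correction for this ceiling the share of all H3K9Ac tags found at a summit had a median ratio, ethylene over air, of 1.03 (quartiles 0.973 and 1.09). Only regions called in both lists are included. Regions that fell below the threshold in ethylene are left out, so the near equality is partly set by this choice.

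Most genes of ethylene signalling were marked in both treatments, and few genes of ethylene biosynthesis were marked in ethylene. Of 18 genes for ethylene receptors and signalling, 16 had a peak in air and 15 in ethylene, against 12.5 and 9.21 in random lists. EIN3 (AT3G20770), the transcription factor that starts the nuclear response, lies on chromosome 3 from 7260429 to 7263384. Its peak ran from 7262384 to 7263261 in air and from 7262492 to 7263278 in ethylene, at the 5′ end of the gene and downstream of the TSS in both. The receptor gene EIN4 (AT3G04580) had a peak of 727 bp in air and 621 bp in ethylene, and CTR1 (AT5G03730), the kinase that represses the pathway, had 867 bp and 449 bp. The receptor gene ETR2 (AT3G23150) had no peak in either list. All 16 ethylene response genes, among them ERF1 (AT3G23240), had a peak assigned in air and 12 had one in ethylene (random lists 8.08 and 6.08), or 7 at a fold enrichment of at least 2. With peaks within 500 bp of the TSS only, 14 had one in air and 8 in ethylene, and the air peaks of the defensin gene PDF1.2 (AT5G44420) do not overlap the gene. Of 13 ethylene biosynthesis genes, 7 had a peak in air and 2 in ethylene, against 8.25 and 6.29 in random lists, and 138 of 10000 random lists held as few in ethylene. When the air list was reduced to its 12864 peaks of lowest p, 3 of these genes had an air peak, and at a fold enrichment of at least 2, 4 had one in air and 0 in ethylene. Of 11 genes that the paper names, 10 had a peak in air and 8 in ethylene (random lists 7.55 and 5.55). SNL1 (AT3G01320) is without a peak in air only because the air peak over it was assigned to a neighbouring gene.

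Of the 12864 ethylene peaks, 12818 (99.6%) overlapped an air peak, against 17.1% for peaks placed at random. Of the 18314 air peaks, 12283 (67.1%) overlapped an ethylene peak, against 11.9% at random. The other 6031 air peaks had a lower median fold enrichment than the shared ones (1.94 against 2.52) and were narrower (401 bp against 666 bp). Tags were recovered by dividing the pileup by the scaling factor of its list, which gave whole numbers within 0.05 tag for all peaks. With 1 list per treatment there is no test of the treatment, the tags cannot show a change in the overall amount of H3K9Ac, and the MAnorm values of Fig. 4b need the reads and were not recomputed.

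**Figure D2:**
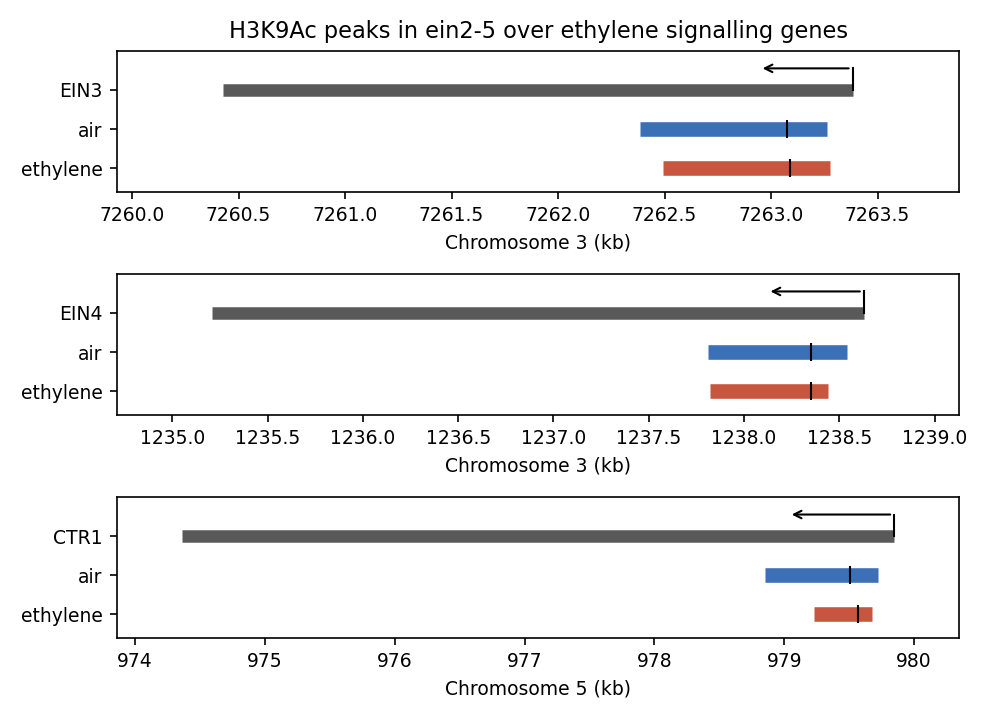
H3K9Ac peaks in *ein2-5* over the ethylene signalling genes EIN3, EIN4 and CTR1 (grey bars, gene; arrow, TSS and direction of transcription; blue, air peak; red, ethylene peak; black ticks, summits), drawn to scale along each chromosome in kb. Each gene has 1 peak per list near its TSS, and the ethylene peak is the narrower of the pair at all 3 genes.

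**Figure D3:**
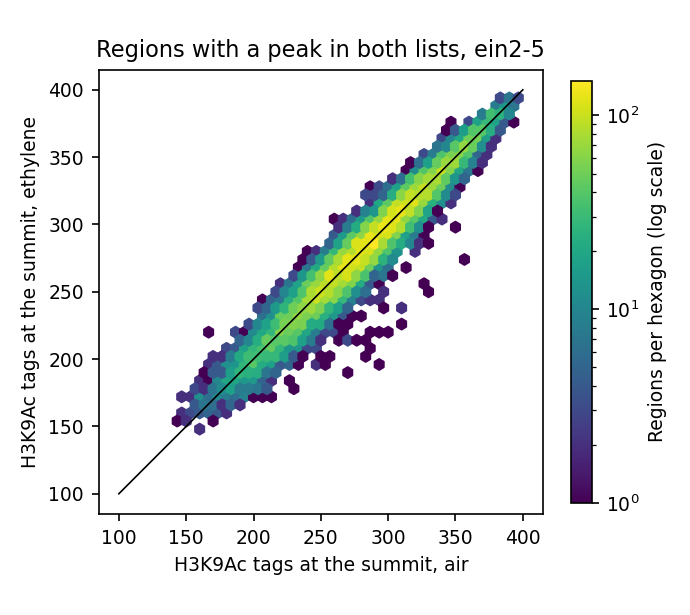
H3K9Ac tags at the summit in air (x axis) and in ethylene (y axis) at the 11700 regions with 1 peak in each list, as the number of regions per hexagon on a log color scale, with the line of equal tags. Regions lie along the line up to a ceiling of 400 tags, which 1 tag per position and strand and an extension of 200 bp allow. Below the line by more than 3 times the modelled counting spread lie 36 of the 1292 regions with summits more than 100 bp apart and 9 of the other 10408, and above it 1 and 6.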

Different from Col-0, in the *ein2-5* mutant, the levels of H3K9Ac were not altered by ethylene; however, H3K14Ac and H3K23Ac enrichment was reduced in genes in the three abundance groups, but not the two highest groups, in seedlings grown in ethylene compared to those grown in air (Fig. 4b-d). When Col-0 plants treated with ethylene, the ChIP peak breadths for all three histone marks showed significant positive correlations with gene expression genome wide (Fig. 3c). 

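H3K9Ac peaks of single genes were narrower in the ethylene list than in the air list of *ein2-5*, and few were broader. Of 16674 genes with a peak in at least 1 list, 11840 had a peak in both, 4624 in air only and 210 in ethylene only. Only 46 ethylene peaks overlapped no air peak. At most of the 210 genes, therefore, an air peak overlapped the ethylene peak but was assigned to another gene. Among those with a peak in both, the summed breadth was lower in ethylene at 11390 and higher at 441, with a median difference of -228 bp. Over all 16674 genes, with a missing peak counted as 0 bp, the median difference, ethylene minus air, was -288 bp (95% interval of the median over genes, -293 to -285 bp), from a median of 617 bp in air and 347 bp in ethylene. PIF3 (AT1G09530), a transcription factor of dark growth, had 2209 bp in air and 783 bp in ethylene. ERS2 (AT1G04310), an ethylene receptor gene, was among the exceptions with 867 bp in air and 886 bp in ethylene. At regions with 1 peak in each list, 95.8% were narrower in ethylene although the summits lay a median of 27 bp apart. In all, the peaks covered 11935024 bp in air and 6237011 bp in ethylene, with median breadths of 578 bp and 423 bp per peak.

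The height at which MACS2 ends a peak depends on the control to which the data were scaled. It was recomputed from the background at the summit for the 11700 regions with 1 peak in each list. There it was a median of 56.9% of the summit height in air and 78.6% in ethylene. Genes are not replicates, so these values describe the 2 lists, and the relation of the breadths to transcript levels was not analysed here.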

In *ein2-5* mutant seedlings, the ChIP signals showed significantly positive correlations with gene expression in both the presence and absence of ethylene (Additional file 1: Figure S4d and e); however, no ethylene-induced enhancements were detected, revealing that the ethylene-induced increase in acetylation of histone H3 is EIN2 dependent (Additional file 1: Figure S4d and e).

**Fig. 4:**
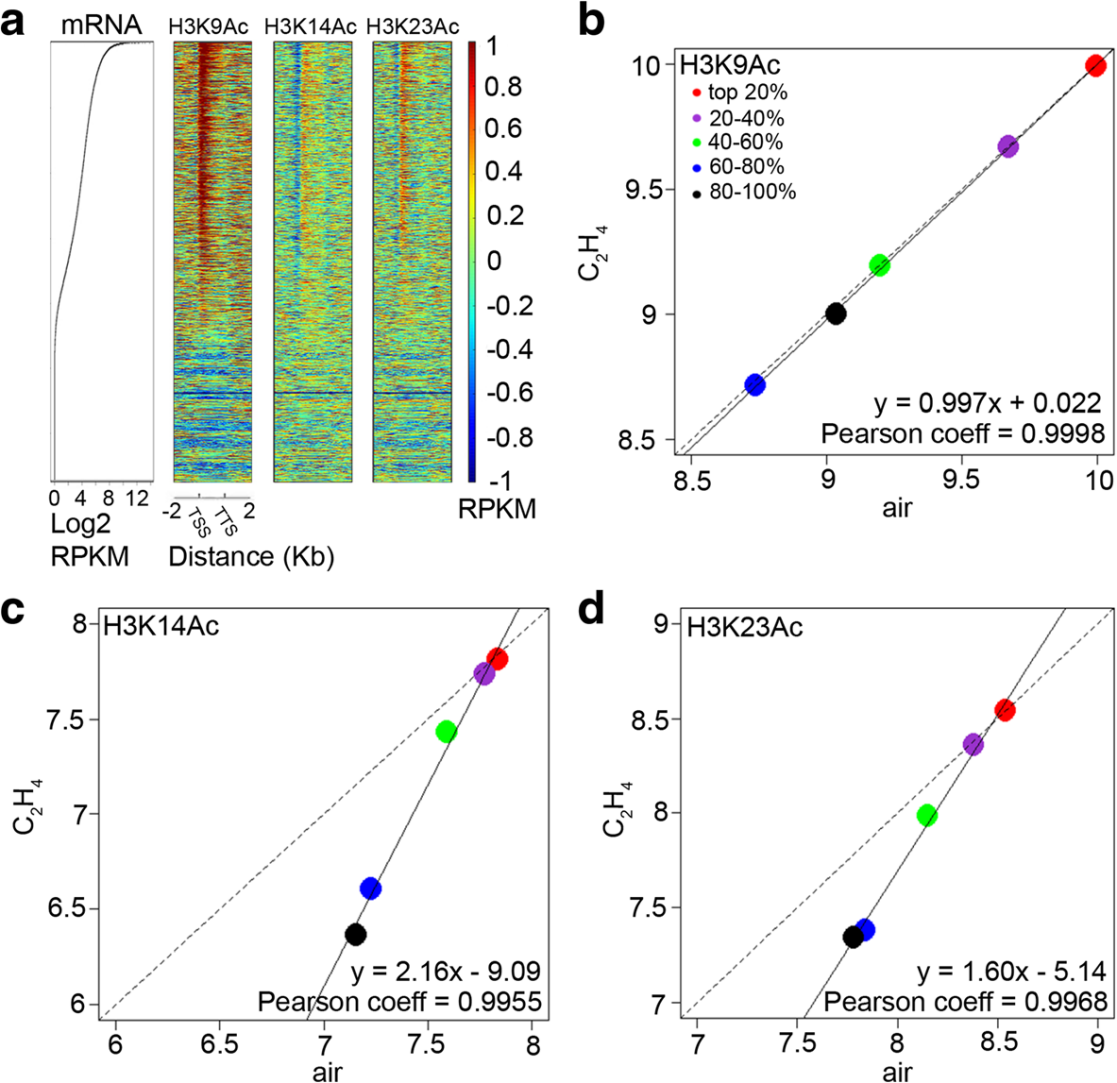
The ethylene-induced shift of histone acetylation marks is EIN2 dependent. **a** Heat maps show H3K9Ac, H3K14Ac and H3K23Ac enrichment (IgG normalized reads per kilobase per million mapped reads (RPKM)) in *ein2-5* at all genes in the *Arabidopsis* which along with relative mRNA values. Scatter plot for mRNAs was ranked according to gene expression levels in Col-0 under air treatment. Heat maps were ranked according to their gene expression levels. **b**-**d** Scatter plot shows mean histone enrichment of H3K9Ac (**b**), H3K14Ac (**c**) and H3K23Ac (**d**) in air versus ethylene treatment in *ein2-5*. To generate the graph, histone peaks were normalized by MAnorm [37], and peak-associated genes were ranked according to relative mRNA expression levels and divided into five equal sets. Then the normalized peak enrichments in air and ethylene condition were plotted. *Solid black lines* in the plots denote the linear regression line

### The combined effects of H3K9Ac, H3K14Ac, and H3K23Ac on the expression of ethylene-regulated genes

To further study how histone acetylation integrates into the regulation of gene expression, we re-analyzed the published RNAseq data from 3-day-etiolated seedlings treated with air or 4 h ethylene gas [23, 25], and further isolated the ethylene-regulated genes that are marked by any one of the three histone marks. In total 1039 genes were identified (Fig. 5a and Additional file 2 Table S4). In this group of genes, in the absence of ethylene, the enrichments of H3K14Ac and H3K23Ac were observed more often in intragenic than in promoter regions in the absence of ethylene (Additional file 1: Figure S5a-g). The opposite was the case in our genome-wide analysis (Fig. 1b). In the presence ethylene, there was no change in H3K9Ac in ethylene regulated genes (Additional file 1: Figure S5g); however, enrichment in the promoter regions and intragenic regions for H3K23Ac and H3K14ac were increased (Additional file 1: Figure S5d-g). The ethylene-regulated genes (total 2674) were mainly (97.8%) expressed at high or medium levels (Fig. 5b, Additional file 1: Figure S5a-f), indicating that certain levels of histone modification and gene expression above a certain threshold characterize a group of genes responding to ethylene. We then examined whether the combination of these three histone acetylation marks is associated with changes in gene expression in the presence of ethylene (Additional file 1: Figure S5 h-j and Additional file 2 Table S5). The genes were divided into seven clusters based on the combination of acetylation of H3. No significant correlations were detected between the differences in gene expression in the presence and absence of ethylene with any combined enrichments of the three histone acetylation marks (Additional file 1: Figure S5i-j).

**Fig. 5:**
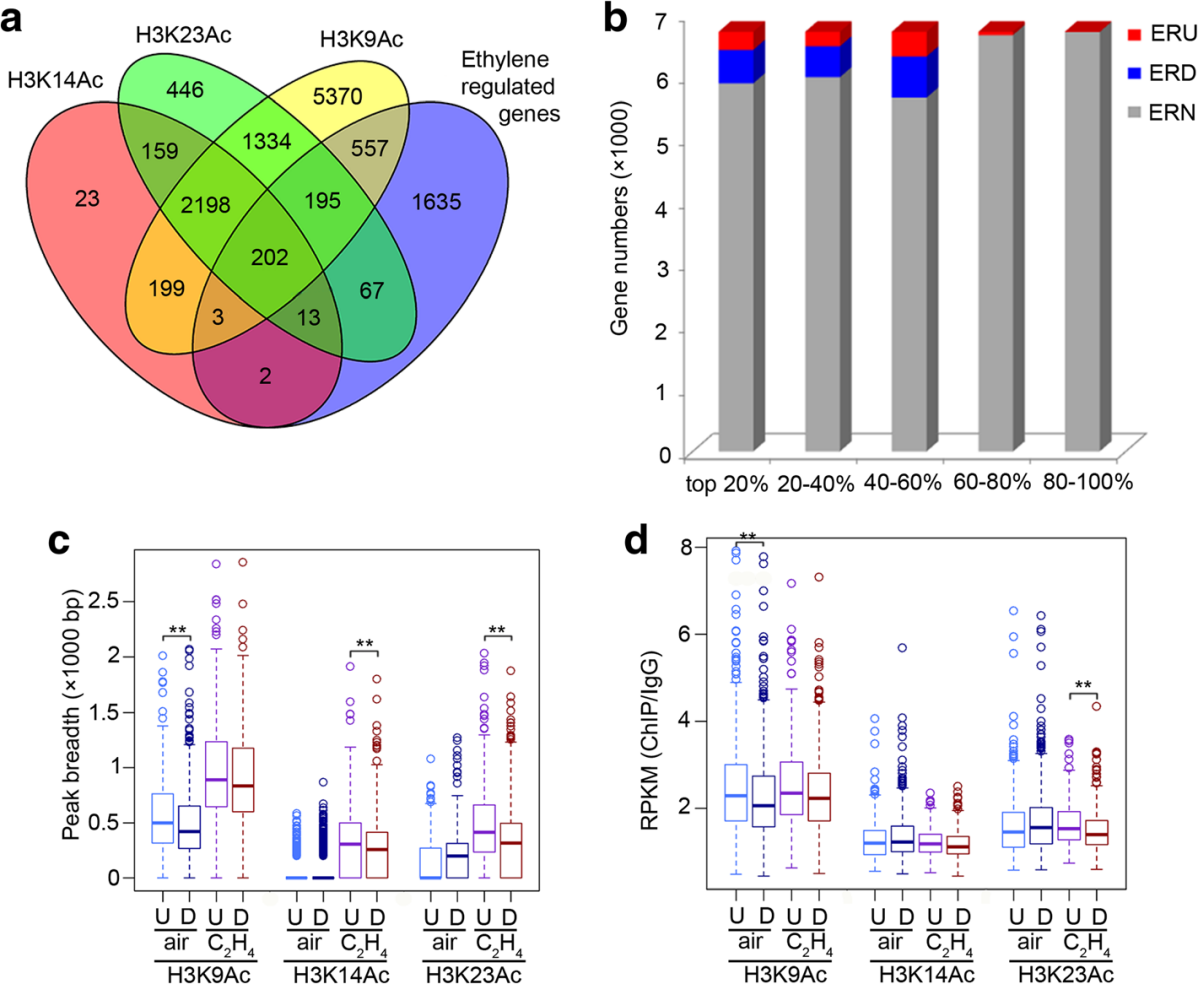
Histone acetylation patterns in ethylene-regulated genes. **a** Overlap of ethylene-regulated genes marked by H3K9Ac, H3K14Ac, and H3K23Ac in Col-0 under air treatment. **b** Numbers of *Arabidopsis* genes that are ethylene up-regulated (ERU), ethylene down-regulated (ERD), and not regulated by ethylene (ERN) based on relative mRNA expression levels divided into five equal sets. **c** Boxplot showing the correlation of peak breadths and ethylene up-regulated genes (U, n-405) or ethylene down-regulated genes (D, n-634) in COL-0 under air and ethylene treatment. The ** indicates *P* < 0.001 by t-test. **d** Boxplot showing the histone mark enrichment (RPKM) in 1000 bp around TSSs in ethylene up-regulated genes (U, n-405) and ethylene down-regulated genes (D, n-634) in Col-0 in air and ethylene. The ** indicates *P* < 0.001 by t-test

We next divided ethylene-regulated genes marked by H3K9Ac, H3K14Ac, and/or H3K23Ac into two groups: ethylene-up regulated genes (*n* = 405) and ethylene-down regulated genes (*n* = 634) (Additional file 2: Table S4). In the absence of ethylene, the ChIP peak breadths for H3K9Ac were larger in ethylene up-regulated genes than in down-regulated genes, but no differences were detected for H3K14Ac and H3K23Ac (Fig. 5c). In the presence of ethylene, the peak breadths for each of the three histone marks increased in both up- and down-regulated genes. For both H3K14Ac and H3K23Ac, the peak breadths became larger in up-regulated genes than in down-regulated genes (Fig. 5c). Even though the H3K9Ac signal was not altered in ethylene (Fig. 3d) as reported previously [23], the levels enriched for H3K9Ac were higher in ethylene up-regulated genes than in ethylene down-regulated genes before ethylene treatment, and no significant difference was detected after ethylene treatment. Unlike H3K9Ac, the levels for H3K23Ac showed a positive association with gene expression after ethylene treatment, although not before ethylene treatment (Fig. 5d; Additional file 1: Figure S5 k,l). These results suggest that in the absence of ethylene, the H3K9Ac mark distinguishes ethylene up-regulated from ethylene down-regulated genes and that the changes in H3K14Ac and H3K23Ac are potentially required for the alteration of gene expression in response to ethylene.

Finally, we examined the histone acetylation of ethylene-regulated genes in the *ein2-5* mutant. Intriguingly, in *ein2-5* mutant, three histone marks showed a positive correlation with gene expression both with and without the presence of ethylene (Additional file 1: Figure S6a-f), which was similar to that of the Col-0 seedlings treated with ethylene, but the ethylene induced alterations in Col-0 were not detected in *ein2-5* mutant (Fig. 6a, b). Furthermore, in *ein2-5* mutant seedlings, the peak breadths in ethylene down-regulated genes were larger than those in ethylene up-regulated genes, and the signals of the three histone acetylation marks were also higher in ethylene down-regulated genes than in ethylene up-regulated genes both with and without ethylene (Fig. 6a, b). In addition, most transcripts from genes that were differentially marked by histone H3 acetylation in the presence versus the absence of ethylene were not detectable in *ein2-5* mutant (Fig. 6c-e). Collectively, the results show that EIN2 is required for the ethylene induced combinatorial effects of histone acetylation in a group of ethylene-regulated genes.

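At most ethylene-regulated genes of Table S4, the called H3K9Ac peaks in *ein2-5* were narrower in ethylene than in air. Among 402 ethylene up-regulated genes, 298 had a peak in both lists, 65 in air only, 3 in ethylene only and 36 in neither. Where both lists had a peak, the summed breadth was lower in ethylene at 294 and higher at 3. Among 629 ethylene down-regulated genes, 529 had a peak in both lists, 62 in air only, 11 in ethylene only and 27 in neither, and where both had one the breadth was lower at 517 and higher at 11. Over all genes with a peak in both lists the breadth was lower at 11390 of 11840, so this narrowing is not particular to ethylene-regulated genes. A gene counted in ethylene only can lie under an air peak that was assigned to its neighbour. Over all genes of each group, with a missing peak counted as 0 bp, the median difference, ethylene minus air, was -315 bp (95% interval over genes -356 to -273 bp) for up-regulated and -339 bp (-373 to -309 bp) for down-regulated genes. These medians differ by -24 bp, and 3897 of 10000 random reassignments of the genes to the groups gave a difference as large. With lists of the same length the median for up-regulated genes was -204 bp. ERF1, an ethylene response factor that is strongly induced in Col-0, had a peak of 478 bp in air and 340 bp in ethylene in the mutant. The ethylene-forming enzyme gene EFE (AT1G05010) had 1295 bp and 276 bp. GLK2 (AT5G44190), a down-regulated regulator of chloroplast development, had 2411 bp and 1526 bp.

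The copy of Table S4 used here holds 1038 of the 1039 genes the paper counts, of which 1031 have a gene model in the reference. The peaks of the 2 lists end at different heights. Narrower called peaks can therefore arise without a change in the mark, and a broadening of the mark itself is not excluded. Expression changes were taken from the paper's table and not re-analysed, and the RPKM values of Fig. 6b were not analysed here. The paper sets the alterations that ethylene brought about in Col-0 against the mutant, where it did not detect them (Fig. 6a, b), and concludes that EIN2 is required for the ethylene induced combinatorial effects of histone acetylation in these genes.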

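Ethylene down-regulated genes carried broader and more enriched H3K9Ac peaks than ethylene up-regulated genes in both lists. In air, the median summed breadth was 1040 bp (95% interval over genes 974 to 1100 bp, n = 629) at down-regulated genes and 806 bp (724 to 885 bp, n = 402) at up-regulated genes. In ethylene it was 647 bp (601 to 670 bp) and 434 bp (395 to 482 bp). None of 10000 random reassignments of the genes to the groups gave a difference as large as the 234 bp in air or the 213 bp in ethylene. A peak was present at 591 down-regulated (94.0%) and 363 up-regulated genes (90.3%) in air, and at 540 (85.9%) and 301 (74.9%) in ethylene.

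Of the 10 down-regulated genes with the largest log2 fold change in Table S4, 7 had a peak in air. ANNAT4 (AT2G38750), an annexin gene, had 2356 bp of H3K9Ac in air and 1738 bp in ethylene, with a log2 fold change of -2.23 in the paper's table. CYP71A16 (AT5G42590), a cytochrome P450 gene, had 1953 bp and 754 bp (log2 fold change -3.81 in the paper's table), and TBL37 (AT2G34070) had 1792 bp and 438 bp. These are the broadest of the 10 in air, and the other 4 had 1100 bp (RAB7A, AT2G21880), 628 bp (HOS3-1, AT4G36830), 581 bp (AT5G23750) and 574 bp (LSH7, AT1G78815). Of the 10 up-regulated genes with the largest change, 8 had a peak in air. AT2G39980 had 1244 bp in air and 445 bp in ethylene. The beta-amylase gene BMY3 (AT5G18670) had 946 bp and 501 bp (log2 fold change 2.51 in the paper's table), and NAC6 (AT5G39610) had 281 bp in air and no peak in ethylene. Besides ERF1 and EFE, the others had 568 bp (AT2G17880), 445 bp (AT1G05020) and 338 bp (AT5G10990) in air. AT2G43140, with the largest change of all in the table, 5.28, had no peak in either list.

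The fold enrichment of the strongest peak within 500 bp of the TSS ran the same way. Its median in air was 2.66 over 592 down-regulated genes and 2.47 over 357 up-regulated genes with such a peak, and in ethylene 2.35 over 506 and 2.21 over 280. None of 10000 random reassignments gave a difference as large in either list. With the genes of Table S5 the difference in air was 0.112 instead of 0.183, and 72 of 10000 were as large. With genes without such a peak at 0 the difference in ethylene was 0.279 instead of 0.145. Random reassignment describes these genes, which are not replicates, and differs from the t-test the paper names for Fig. 6.

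**Figure D4:**
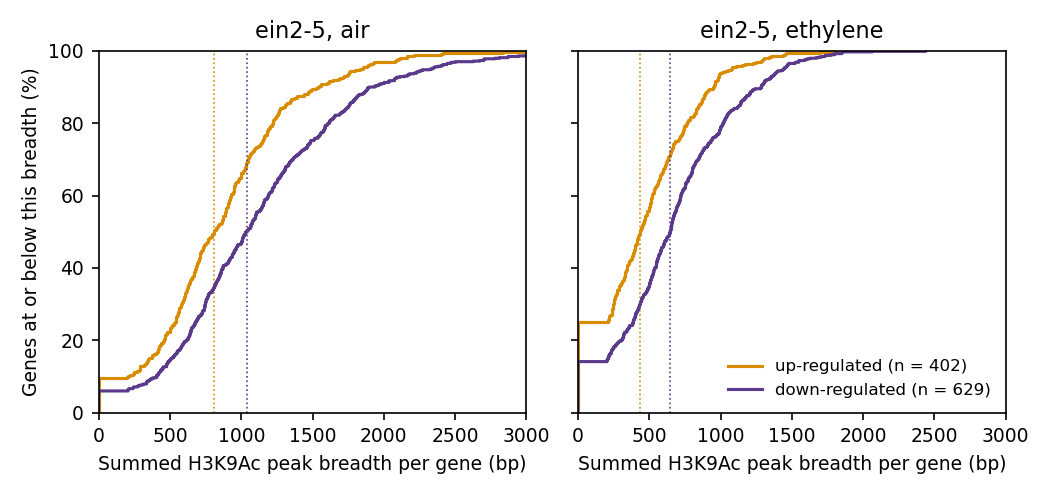
Cumulative percentage of genes (y axis) at or below a summed H3K9Ac peak breadth in bp (x axis) in *ein2-5* in air (left) and ethylene (right), for up-regulated (orange, n = 402) and down-regulated (purple, n = 629) genes of Table S4, with dotted lines at the medians. The step at 0 bp is the genes without a peak, and the curve of the down-regulated genes lies to the right in both panels.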

**Fig. 6:**
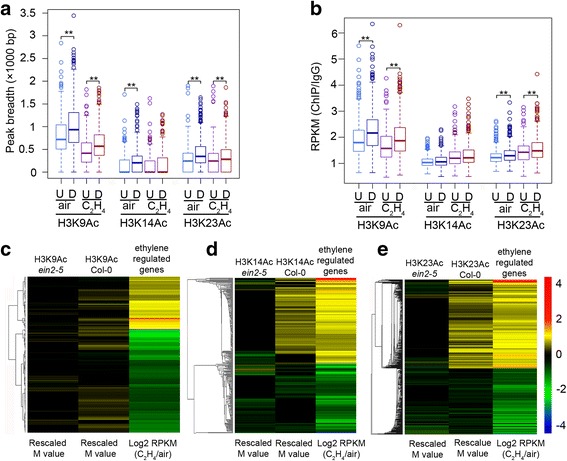
Histone acetylation in ethylene regulated genes in *ein2-5*. **a** Boxplot showing the peak breadths at their associated- ethylene regulated genes in *ein2-5* under air and ethylene treatment. “U” indicates peak associated-ethylene up regulated genes, *n* = 405; “D” indicates peak associated-ethylene down regulated genes, *n* = 634. The ** indicates *P* < 0.001 by t-test. **b** Boxplot showing the histone marks enrichment (RPKM) in 1000 bp around TSS at their associated- ethylene regulated genes in *ein2-5*. “U” indicates peak associated-ethylene up regulated genes, *n* = 405; “D” indicates peak associated-ethylene down regulated genes, *n* = 634. The ** indicates *P* < 0.001 by t-test. **c**-**e** Heat maps showing **c** H3K9Ac, **d** H3K14Ac, and **e** H3K23Ac differential enrichment (cutoff *P* ≤ 0.05) on genes differentially expressed in response to ethylene in Col-0 and *ein2-5* mutant seedlings. Only the genes marked by H3K9Ac, H3K14Ac, and H3K23Ac in Col-0 plants were used for this heat map. Each line in the heat map represents the representative histone-marked genes, first two lanes of the heat maps in c-e are the normalized M value (obtained using MAnorm, M = log2 (Read density in C_2_H_4_/Read density in air)) for differential peaks, and the last lanes of the heat maps in c-e are the fold changes of gene expression

## Discussion

The correlation between histone acetylation and gene expression has been well studied [9, 47]. Here, we confirmed that H3K9Ac, H3K14Ac, and H3K23Ac are positively associated with gene expression levels genome-wide in *Arabidopsis* both with and without ethylene treatments (Fig. 1). A number of studies have shown that histone acetylation is involved in responses to plant hormones including ABA [17, 21, 48], jasmonic acid [19, 49], auxin [50, 51], and ethylene [19–22]. Little is known, however, about how histone acetylation alters in response to plant hormones genome-wide. Our study represents an important initial step toward a description of the genomic landscape of H3K9Ac, H3K14Ac, and H3K23Ac in response to ethylene. Many acetylated residues act coordinately and the combined effect ultimately dictates the functional outcome [52]. For example, acetylation at K5, K8, and K12 of H4 have redundant influences on nucleosome assembly and transcription [53]. Effects can also be combinatorial; for example, the combined accumulation of H3K23Ac and H4K16Ac is positively associated with gene expression in green plants [46]. Interestingly, we found that in the absence of ethylene, no combinatorial effect of histone acetylation on genome-wide gene expression was detected in 3-day-old etiolated Col-0 seedlings (Fig. 2c). However, in the presence of ethylene, a significant positive correlation between the combined labels of histone acetylation and high levels of gene expression was detected (Fig. 3b). In addition, when seedlings treated with ethylene, there was a positive correlation between H3K14Ac and H3K23Ac signals with the levels of gene expression. Acetylation of histones H3 and H4 leads to partial decondensation of chromosomal domains, although this opening is not necessarily tightly correlated with active transcription [54]. Our observation of an ethylene-induced positive association between H3K14Ac and H3K23Ac and gene expression is likely due to the combined effects of both an increase in the number of bases of the gene covered by H3K14Ac and H3K23Ac and an elevation in acetylation.

Genetic and biochemical studies suggest that histone acetyltransferases have rather specific roles in gene activation [55, 56], whereas genome-wide experiments suggest that several acetyltransferases are often recruited simultaneously and together acetylate multiple lysine residues at a given loci. Thus, the biological function of histone acetylation may be additive than highly specific. We found that in seedlings grown in the presence or absence of ethylene, H3K9Ac, H3K14Ac, and H3K23Ac coexist and the Pearson correlation between H3K9Ac and H3K23Ac is higher in ethylene-treated plants than those grown in air (Fig. 2b and Additional file 1: Figure S3b). One possibility is that ethylene treatment induces changes in the behaviors of histone acetyltransferases or histone deacetylates, leading to a tighter association of H3K9Ac and H3K23Ac. Alternatively, ethylene may cause changes in other histone modifications or effectors of chromatin configuration that lead to a tighter association between H3K9Ac and H3K23Ac.

The ethylene-induced changes in histone acetylation depended on EIN2. In our genome-wide analysis, the distributions of H3K9Ac, H3K14Ac, and H3K23Ac in the *ein2-5* mutant and in the Col-0 seedlings were very similar, all of these marks are preferentially enriched at moderately to highly expressed genes in *Arabidopsis,* consistent with the fact that acetylation marks are generally associated with open chromatin and actively transcribed regions [46, 57]. In wild-type plants, there are clear differences in the histone marks genome-wide between air and ethylene treatments (Fig. 2d-f, Fig. 3c), but in the *ein2-5* mutant, this shift was not detected (Additional file 1: Figure S4d and e). Most interestingly, the pattern in wild-type plants treated with ethylene was similar to that of the pattern in the *ein2-5* mutant, which indicates that EIN2 is important for maintenance of chromatin signatures and also important for the changes in histone acetylation in response to ethylene. In the presence of ethylene, EIN2 is up-regulated in wild-type plants, whereas EIN2 is absent in *ein2-5* mutant, why histone acetylation was similar between wild-type plants and *ein2-5* mutant is unclear. One possibility is that the levels of EIN2 fine tune the chromatin state. It will be important to determine at the molecular level how EIN2 regulates histone acetylation in the ethylene response.

The majority of ethylene-regulated genes are expressed at medium to high levels (Fig. 5b). That very few ethylene-regulated transcripts are low abundance, suggests that histone acetylation and a threshold of the expression level are potentially required for the genes to respond to ethylene treatment. Most interestingly, even though H3K9Ac is not regulated by ethylene, the enrichment of H3K9Ac in the ethylene up-regulated genes is higher than in the ethylene down-regulated genes (Fig. 5c). This difference was not observed for H3K14Ac and H3K23Ac signals (Fig. 5c). This suggests that in the absence of ethylene, the levels of H3K9Ac are important to determine the condensation of chromatin in activation regions or repression regions for ethylene response. In the presence of ethylene, the H3K14Ac and H3K23Ac are regulated by ethylene and positively correlated to gene expression in its presence.

How H3K9Ac enrichment is established is unknown. H3K9Ac and H3K4me3 are observed in highly expressed genes [56], and the locations and distributions of H3K9Ac and H3K4me3 influence transcriptional activity and expression in response to developmental and environmental changes. Chromatin regions with H3K4me3 are targeted for histone acetylation by histone acetyltransferases [56]. Therefore, one possible reason for the difference of H3K9Ac in the genes differentially regulated by ethylene is the preexistence of other histone marks, such as H3K4me3 or H3K27me3, that influence H3K9Ac levels. Alternatively, DNA sequences or the promoter structures may be different in ethylene up-regulated genes than in ethylene down-regulated genes, which leads to different levels of H3K9Ac.

The bromodomain, a evolutionarily conserved protein interacting module, has been reported to be responsible for acetylated lysine residues recognition [58]. The *Arabidopsis* proteome encodes 29 bromodomain-containing proteins [59]. GCN5/HAG1, a bromodomain-containing histone acetyltransferase that is required for the binding of GCN5 to a subset of its target chromatin loci [60], has been studied to be involved into many plant development processes, as well as environmental stimuli responses [61]. Rice OsHAG702, which shows high similarities with AtHAG1, was significantly elevated in response to exogenous ABA application to seedlings, indicating that it may be involved in the ABA signaling pathway for response to environmental stresses [62]. Some bromodomain proteins exhibit an extra terminal (ET) domain besides the N-terminal bromodomain(s), and they are named as BET proteins [59]. The BET domain functions as a protein-protein interaction domain to recruit other proteins to acetylated histones [63]. Twelve BET-encoding genes have been identified in the *Arabidopsis* genome, and some of are known to involve in plant development, mitotic cell cycle regulation and ABA response [64–67]. Considering the histone acetylation changes in response to ethylene [23], further studies are needed to confirm whether these bromodomain-containing proteins are involved in the ethylene response.

## Conclusions

Histone acetylation and deacetylation are essential for gene regulation and have been implicated in the regulation of plant hormone responses. Many studies have indicated the role of histone acetylation in ethylene signaling; however, few studies have investigated how ethylene signaling regulates the genomic landscape of chromatin states. This study reveals that the plant hormone ethylene induces combinatorial effects of H3K9Ac, K14Ac and K23Ac histone acetylation in gene expression both genome widely and a group of ethylene regulated genes, providing an insight knowledge of plant hormone induced combinatorial effect in gene expression.

## Additional files

Additional file 1: Figure S1. Gene expressions in *Arabidopsis*. **Figure S2.** Combined enrichment of H3K9Ac, H3K14Ac and H3K23Ac is correlated with high gene expression levels. **Figure S3.** Histone acetylation of H3K9Ac, H3K14Ac and H3K23Ac in response to ethylene. **Figure S4**. The ethylene induced shift of histone acetylation marks is EIN2 dependent. **Figure S5**. Histone modification in ethylene regulated genes. **Figure S6**. Histone modification in ethylene regulated genes in *ein2-5*. (PDF 1200 kb)

Additional file 2: Table S1. Primers for ChIP-qPCR and qPCR. **Table S2.** list of genome wide genes with differential histone markers in seedlings treated with air. **Table S3.** list of genome wide genes with differential histone markers in seedlings treated with ethylene. **Table S4.** list of ethylene regulated genes with differential histone markers in seedlings treated with air. **Table S5.** List of ethylene regulated genes with differential histone markers in seedlings treated with ethylene. (ZIP 1241 kb)

## Abbreviations

ABA: abscisic acid
ChIP-seq: Chromatin immunoprecipitation sequencing
EIN2: ethylene-insensitive protein 2
ENAP1: EIN2 nuclear associated protein 1
GO: Gene ontology
H3K14Ac: H3 lysine 14 (H3K14) acetylation
H3K23Ac: H3 lysine 23 (H3K23) acetylation
H3K9Ac: H3 lysine 9 (H3K9) acetylation
MS: Murashige & Skoog
RNA-seq: RNA sequencing
RPKM: Reads per kilo base per million mapped reads

How the deposited data were processed for this re-analysis (not part of the article)

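H3K9Ac was measured by ChIP-seq in 3-day-old etiolated *ein2-5* seedlings treated for 4 h with air or 10 ppm ethylene, with 2 H3K9Ac libraries and 1 control library per treatment. The authors mapped the reads to TAIR10 (Bowtie 1.1.2 in the submitters' processing notes, which also name SAMtools), pooled the libraries of a treatment and called peaks with MACS2 version 2.1.0.20150603 at a p-value of 0.01 without a fragment model, extending tags to 200 bp. The deposited lists give, for each peak, its position and breadth in bp, the pileup signal at the summit on the scale of the smaller data set, a fold enrichment over the local background (a ratio) and the −log10 p-value and q-value, all computed by the authors' peak caller. The header of both lists says that q-values are not reported, but the column holds values, which served only for a stricter threshold. All peaks lay on the 5 nuclear chromosomes. Peaks for Col-0, H3K14Ac and H3K23Ac, read counts and transcript levels were not analysed here.

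Gene models came from TAIR10.1, which holds 33056 genes on these chromosomes, 27444 of them protein coding, and 4843 pseudogenes. To check that the coordinates match those of the lists, air peaks were shifted: 66.7% overlapped a TSS region without a shift, 45.9% after a shift of -250 bp and 45.1% after one of 250 bp. A peak was classed as TSS when it overlapped the TSS or the first 200 bp downstream, then as 3′ UTR, intragenic or intergenic, in this order. A peak was assigned to the gene nearest to it within 5 kb, with ties broken by the distance from summit to TSS, so a peak that spans neighbouring genes counts for 1 of them. Pseudogenes were not counted as genes in these classes or in the assignment. The breadth of a gene is the sum over its peaks and is 0 without a peak. Peaks of the lists were called shared when they overlapped by at least 1 bp. Chance overlap came from 100 random placements of the peaks on their chromosomes.

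Up- and down-regulated genes were taken from Table S4, whose copy here holds 1038 genes (404 up-regulated and 634 down-regulated). Of these, 1031 matched a gene model, 5 are annotated as pseudogenes and 2 were not found. Table S4 grouped the genes, and its marks served to compare shares of genes with a peak. Its log2 fold changes served to choose named genes and for a rank correlation with breadth. Since 1 gene of the paper's table is missing, no overlap or enrichment test was run on it. Differences between the groups were set against 10000 random reassignments of the genes, counted in both directions, with a share of 0.05 as the limit. The 11 gene lists (168 entries) and the rule for named genes were fixed before the data were examined, but the rule was written with Table S4 values known. It takes every gene the paper names, and the 10 up-regulated and 10 down-regulated genes with the largest log2 fold change in Table S4. From each gene list it takes examples with the broadest peaks and examples without a peak in air. It also takes the peaks of each treatment with the largest breadth or fold enrichment. Genes of the lists were compared with 10000 random lists of coding genes matched on quintiles of gene length. The lists cover ethylene biosynthesis, ethylene receptors and signalling, ethylene response, histone acetyltransferases, histone deacetylases, constitutive genes, flower and seed genes, photosynthesis, dark growth and light signalling, flavonoid synthesis, and the genes the paper names. Where a gene outside this rule is named, it was chosen after its values were seen.

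The number of H3K9Ac tags at a summit was recovered from the pileup and the scaling factor, and the background at a summit from the pileup and the fold enrichment. With these, the Poisson p-value of the deposited lists was recomputed within 0.02 on the −log10 scale for 99.3% of air peaks and 100% of ethylene peaks. Since 1 tag per position and strand was kept, at most 400 tags can cover a point, and the largest value was 396 in both lists. For ratios of tags, this ceiling was corrected for by the logarithm of the share of free positions. The spread expected from counting alone is that of a binomial draw from the 400 positions in each list. Intervals of shares are Wilson intervals at 95%, and intervals of medians are binomial intervals over peaks or genes. Both cover counting or sampling of genes, not the spread between seedlings.

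The steps were tested on simulated data. In simulations with the real group sizes over 1031 genes, a shift of 200 bp between the groups was detected in 100% of 100 runs, a shift of 100 bp in 68% and no shift in 1%. The breadths were simulated without genes at 0 bp and with fewer reassignments per run, so these rates need not hold for the lists. A simulated ratio of tags of 0.8 was recovered as 0.800 after the correction for the ceiling and as 0.905 without it. The simulated tags followed the model that the correction inverts, so this recovery tests the calculation, not whether the model holds for these data. Alternatives fixed before the data were examined were stricter thresholds (q of 0.05, fold enrichment of 2), an overlap of 50% of both peaks, lists of the same length, joined peaks, other rules for assigning peaks to genes, other summaries of breadth and enrichment, and Table S5 in place of Table S4. Scaling the air peaks to the depth of the ethylene control, and counting only genes with a peak in both lists, were added after the data were seen. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.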

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

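The paper gives intergenic peaks as a class for Col-0 (Fig. 1b), and the following peaks of *ein2-5* are given by their distance from genes and by gene type. No control list was at hand for them, and no explanation was tested.

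Peaks more than 5 kb from any gene, with pseudogenes not counted as genes, numbered 16 in air and 9 in ethylene. All 9 of the ethylene list overlapped an air peak. The air peak with the highest fold enrichment among them, 3.57, lies on chromosome 1 from 13603061 to 13603797. The next, with 3.38, lies on chromosome 3 from 14239008 to 14239834.

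Of 4354 annotated pseudogenes with no coding TSS within 500 bp of their window, 121 (2.78%, 95% Wilson interval 2.33 to 3.31%) had an air peak over the 500 bp on either side of their start and 63 (1.45%) had an ethylene peak. Of 1988 such lncRNA genes, 383 (19.3%, interval 17.6 to 21.1%) had an air peak and 191 (9.61%) had an ethylene peak. Coding genes had an air peak in this window at 58.4% and an ethylene peak at 42.7%.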

How the results depend on the processing

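Scaling the air peaks to the ethylene control and counting only genes with a peak in both lists were added after the data were seen; all other alternatives were set before. The difference in breadth and in fold enrichment between down- and up-regulated genes kept its direction under every alternative run, with at most 285 of 10000 random reassignments as large. The breadth difference ran from 198 to 270 bp in air and from 148 to 292.5 bp in ethylene. No paired analysis was possible because the authors pooled the replicates before calling peaks, and for the same reason no replicate could be left out. Of the planned values, 156 stayed within their interval, on their side of the limit or, for counts, within 1.5 times, and 43 did not, and of the added ones 15 did and 8 did not. For counts of genes in the lists, the limit of 1.5 times was applied after the values were seen. The number of peaks was 13433 in air and 9029 in ethylene at a fold enrichment of at least 2, and 11163 in ethylene at q of at most 0.05. None changed sign. For these the cause was not tested unless the setting itself removes or joins peaks.

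At a fold enrichment of at least 2, the median breadth was 645 bp in air and 452 bp in ethylene, the shared percentage 58.1% of air and 88.4% of ethylene peaks, the rank correlation 0.172, the peaks at a TSS 74.1% and 55.4%, the difference in breadth over all genes -342 bp, 4 biosynthesis genes had an air peak, and 0 of the biosynthesis, 7 of the response and 2 of the histone acetyltransferase genes had an ethylene peak. At q of at most 0.05, the ethylene breadth was 441 bp, the shared air peaks 59.6%, the rank correlation 0.115, the ethylene peaks at a TSS 53.7%, and the difference in breadth -357 bp (up-regulated), -387 bp (down-regulated) and -318 bp (all genes), and 1 biosynthesis gene had an ethylene peak. With an overlap of 50% of both peaks, 52.3% of air and 74.5% of ethylene peaks were shared and the rank correlation was 0.163. With lists of the same length, 83.1% and 87.2% were shared, the difference in breadth was -204 bp, -228 bp and -232 bp for the same groups, and 3 biosynthesis and 0 flower and seed genes had an air peak. With only the air peaks whose summit stayed under the threshold when scaled to the ethylene control, the air breadth was 616 bp, 74.7% and 97.0% were shared, and the difference in breadth was -269 bp, -302 bp and -274 bp, and 4 biosynthesis genes had an air peak. This setting drops whole peaks, with a median breadth of 302 bp, and the kept ones hold their called breadth. Breadths at the depth of the ethylene control were not computed. Joining peaks within 200 bp gave breadths of 591 bp and 434 bp. Ranking by pileup gave a rank correlation of 0.964. Summits within 500 bp of a TSS made up 73.7% of air and 73.8% of ethylene peaks, and with coding genes only 64.0% and 48.5% of peaks lay at a TSS. With the broadest peak per gene, the difference in breadth was -283 bp (down-regulated) and -274.5 bp (all genes). With genes that have a peak in both lists, it was -228 bp (all genes). With peaks within 500 bp of the TSS only, it was -307 bp (all genes), 11 genes the paper names and 0 flower and seed genes had an air peak, and 1 biosynthesis gene had an ethylene peak. The ethylene control holds 0.317 times the tags of the air control, which limits which weak peaks the ethylene list can hold.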

Differences from the paper's values

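No number of the main setting differs from a value of the paper by more than 1.5 times. The copy of Table S4 holds 1038 genes where the paper gives 1039, and 404 up-regulated genes where the paper gives 405.

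The paper states that the alterations ethylene brought about in Col-0, where peak breadths increased, were not detected in *ein2-5* (Fig. 6a, b), and that H3K9Ac levels in the mutant were not altered by ethylene (Fig. 4b). In Fig. 6a the median H3K9Ac breadths are lower in ethylene than in air too, from about 0.72 to about 0.43 kb for up-regulated and from about 0.95 to about 0.58 kb for down-regulated genes (read by eye), and the lists give 0.806 and 0.434 kb, and 1.04 and 0.647 kb. In the deposited lists the summed breadth was lower in ethylene at 294 and higher at 3 of the 298 up-regulated genes with a peak in both lists, and lower at 517 and higher at 11 of the 529 down-regulated ones. Under all alternatives run the median difference in breadth stayed below 0 in both groups. They select, join or reassign whole peaks at their called breadth. None sets a common height at which peaks end, so they cannot show whether the differing end heights give this sign. The direction of the difference between down- and up-regulated genes is the same as the paper states, in both lists.

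Table S5 lists 3 genes with a placeholder in place of a finite log2 fold change. The table was used only as an alternative grouping of genes.

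With only peaks of a fold enrichment of at least 2, the median for up-regulated genes in ethylene is 0.2405 kb, against about 0.43 kb in Fig. 6a (read by eye), which is lower by more than 1.5 times.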

Other observations

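Among the groups not described above, genes of dark growth and light signalling stood out by breadth. All 9 had a peak in both lists, against 6.30 in air and 4.64 in ethylene in random lists, with a median breadth of 1583 bp in air and 783 bp in ethylene. PIF4 (AT2G43010) had 2031 bp, PIF5 (AT3G59060) 2018 bp and PHYA (AT1G09570) 1583 bp in air, while the repressors of light responses COP1 (AT2G32950) and DET1 (AT4G10180) had 621 bp and 735 bp. Of 12 histone acetyltransferase genes, 7 had a peak in air and 5 in ethylene, against 8.81 and 6.31 in random lists, and 2 had one in ethylene at a fold enrichment of at least 2. GCN5 (AT3G54610) had 720 bp in air, and HAC2 (AT1G67220) and HAF1 (AT1G32750) had no peak in either list. Of 16 histone deacetylase genes, 13 had a peak in air and 11 in ethylene, against 11.1 and 8.30, with 458 bp at HDA19 (AT4G38130) in air.

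The broadest peak of both lists lies over WNK1 (AT3G04910), a kinase gene on chromosome 3, from 1354686 to 1358178 in air (3493 bp) and from 1354784 to 1358030 in ethylene (3247 bp). It is named because of its breadth. Genes of Table S4 that the paper lists with H3K9Ac in Col-0 had an air peak in *ein2-5* at 889 of 951 (93.5%), and those it lists with other marks only at 65 of 80 (81.3%). In ethylene these were 792 (83.3%) and 49 (61.3%). Across the 1031 genes, the rank correlation of summed breadth with the paper's log2 fold change was -0.22 in air and -0.26 in ethylene. Within up-regulated genes it was -0.21 and -0.27, and within down-regulated genes -0.04 and -0.07, so the value over all genes partly restates the difference between the groups.

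Of the tests that follow, those of the control's background and of the tags at the summit were chosen after the result was seen. The ethylene list held fewer peaks than the air list. Summit and background of the air peaks were scaled to the depth of the ethylene control. This left 15966 air peaks under the authors' threshold, 1.24 times the ethylene list, which is above the limit set beforehand. Only the summit was tested, while no called peak of either list is narrower than 200 bp. Peaks that would be too narrow at this depth still count as kept, so the excess cannot argue against depth as the whole cause. At regions called in both lists the background per tag was a median of 1.13 times higher in ethylene (quartiles 0.954 and 1.34), and with this median also applied to all air peaks, whether or not it holds at air-only regions, 14268 stayed, 1.11 times the ethylene list. A candidate explanation is therefore the shallower ethylene control, through depth alone or through depth and background together. The recomputation with depth and background removes 3128 of the 6031 air peaks without an ethylene peak but also 918 that have one. A loss of H3K9Ac limited to air-only regions stays open, since they have no ethylene value.

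At regions called in both lists, peaks were narrower in ethylene. The tags at the summit as a share of all H3K9Ac tags, ethylene over air, had a median ratio of 1.03 after correction for the ceiling, but an overall loss of H3K9Ac or a loss along the flanks would not change this ratio, so a lower signal stays open. If the height at which MACS2 ends a peak set the breadth, regions where this height rose more would have narrowed more. The rank correlation was -0.307 across regions, from slightly overstated heights, which leans this way but misses the limit set beforehand. A rise in height shared by most regions could narrow peaks without such a correlation. The missed limit therefore does not restrict this explanation. This explanation stays open because the background is known at the summit only, not along the flanks.

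Peaks were broader at down- than at up-regulated genes. Gene length does not account for it, since within quintiles of length the difference was at least 0.991 of that over all genes in both lists. The number of peaks per gene does not account for it alone, since the broadest peak per gene kept at least 0.754 of the difference. The paper gives the opposite order for Col-0 in air (Fig. 5c), which was not analysed here. No biological explanation was tested.

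The rank correlation of fold enrichment between the lists was 0.138 (95% bootstrap interval 0.119 to 0.156) over the 11700 regions, whereas that of the pileup was 0.964. Fold enrichment divides the pileup by a background taken from the control, so rankings of peaks by fold enrichment differ more between the lists than those by H3K9Ac tags. The spread of the difference in tags was 11.1 tags, 0.863 times the 12.9 tags of a model of independent counting. The counts are thus not described by this model, and the cause was not tested.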
